# Meta-analysis of honey bee neurogenomic response links Deformed wing virus type A to precocious behavioral maturation

**DOI:** 10.1038/s41598-020-59808-4

**Published:** 2020-02-20

**Authors:** Ian M. Traniello, Syed Abbas Bukhari, Jessica Kevill, Amy Cash Ahmed, Adam R. Hamilton, Nicholas L. Naeger, Declan C. Schroeder, Gene E. Robinson

**Keywords:** Agroecology, Agroecology, Social behaviour, Social behaviour

## Abstract

Crop pollination by the western honey bee *Apis mellifera* is vital to agriculture but threatened by alarmingly high levels of colony mortality, especially in Europe and North America. Colony loss is due, in part, to the high viral loads of Deformed wing virus (DWV), transmitted by the ectoparasitic mite *Varroa destructor*, especially throughout the overwintering period of a honey bee colony. Covert DWV infection is commonplace and has been causally linked to precocious foraging, which itself has been linked to colony loss. Taking advantage of four brain transcriptome studies that unexpectedly revealed evidence of covert DWV-A infection, we set out to explore whether this effect is due to DWV-A mimicking naturally occurring changes in brain gene expression that are associated with behavioral maturation. Consistent with this hypothesis, we found that brain gene expression profiles of DWV-A infected bees resembled those of foragers, even in individuals that were much younger than typical foragers. In addition, brain transcriptional regulatory network analysis revealed a positive association between DWV-A infection and transcription factors previously associated with honey bee foraging behavior. Surprisingly, single-cell RNA-Sequencing implicated glia, not neurons, in this effect; there are relatively few glial cells in the insect brain and they are rarely associated with behavioral plasticity. Covert DWV-A infection also has been linked to impaired learning, which together with precocious foraging can lead to increased occurrence of infected bees from one colony mistakenly entering another colony, especially under crowded modern apiary conditions. These findings provide new insights into the mechanisms by which DWV-A affects honey bee health and colony survival.

## Introduction

Western honey bees (*Apis mellifera*) provide an essential pollination service for modern agriculture, with a value estimated at $15 billion per year in the United States^1,2^. Extensive reliance on pollination by honey bees has led to great concerns over the massive losses of managed colonies that have occurred since 2006^3–5^. These losses are widely thought to be caused by parasites, pathogens, pesticides and poor nutrition, and the main parasite is the ectoparasitic mite *Varroa destructor*^6–10^. *Varroa* mites are the primary vectors of Deformed wing virus (DWV)^11,12^, a single-stranded, positive-sense RNA virus (family Iflaviridae) that specifically impacts arthropods^13–16^.

DWV is globally distributed, driving an economic and ecological crisis in honey bee populations^17^. DWV was first discovered in symptomatic deformed winged honey bees from Japan in the early 1980s^18^, and the first full genome was sequenced in 2006^19^, hereafter referred to as type A or DWV-A^20^. Martin *et al*. showed through screening the Hawaiian honey bee population that diverse DWV variants persisted prior to the arrival of *Varroa*^21^; however, the establishment of *Varroa* selected for a single variant, DWV-A. DWV-A is currently the most prevalent variant in the North America^22^, though two other master variants have been identified: DWV-B, which is more commonly found in Europe and is also associated with colony loss^22,23^, and DWV-C, which is extremely rare in North America, though its effects are currently unknown^20,22,24^.

DWV localizes to major sensory and behavioral centers of the bee brain where it actively replicates^25^, and behavioral consequences of infection on associative learning and reward responsiveness have been documented^26^. In addition, studies have demonstrated that low doses of DWV increase mortality rates, cause workers to accelerate their behavioral maturation and initiate foraging at younger ages, and forage less than controls despite no physical symptoms, supporting previous correlative findings^27,28^. These behavioral studies imply a disruption of critical behavioral programs, suggesting that viral infection has multiple and strong effects on brain and behavior. Neurogenomic studies might be helpful to understand the mechanistic basis of these effects, but no study has yet examined DWV effects on brain gene expression in adult worker honey bees.

Honey bees can be infected naturally with high DWV titers without displaying obvious, physical symptoms^27,28^. To explore mechanistic implications, we took advantage of four brain transcriptome studies that unexpectedly revealed evidence of covert DWV-A infection, two published^29,30^ and two new RNA-Sequencing (RNA-Seq) datasets (Table 1). In these datasets over 99% of 335 individual brain samples contained at least one sequenced read aligned to the DWV-A viral genome, rather than the honey bee genome^19^, and more than one third of the samples contained over 1% of sequenced reads aligned to DWV-A (Fig. 1). All bees collected for these studies were negative for any visible symptoms of DWV^19,31^ and no overt signs of impairment were observed in specific behavioral paradigms. We performed gene expression and transcriptional regulatory network analyses to compare these four RNA-Seq datasets and explore how DWV-A affects brain gene expression, as a step towards implicating specific molecular pathways associated with the global decline in bee health. The existence of multiple transcriptome datasets afforded the opportunity to test for consistent, robust transcriptome signatures of viral infection across the four otherwise unrelated studies and to determine whether DWV-A targets pathways similar to other bee viruses^32^.

**Table 1:** Overview of the honey bee brain transcriptome studies included in this meta-analysis.

Study	Sample size/caste	Age	Brain region	Queen	GEO Accession	Year of sample collection	Publication	Focal behavior
1	39/workers	2–3 weeks	Mushroom bodies	Naturally mated	GSE130701	2012	McNeill *et al*. 2015	Reward responsiveness
2	180/workers	7 days	Mushroom bodies	Single-drone inseminated	GSE85878	2014	Shpigler *et al*. 2017	Aggression
3	20/drones	2–3 weeks	Mushroom bodies	Naturally mated	GSE130702	2012	Unpublished	Reward responsiveness
4	96/workers	6 days	Whole brain	Single-drone inseminated	GSE130700	2014	Unpublished	Caregiving/affiliation

We analyzed two published (Studies 1 and 2) and two new (Studies 3 and 4) brain transcriptome studies which were independently performed in apiaries in Urbana, IL from 2012 to 2014.

**Figure 1:**
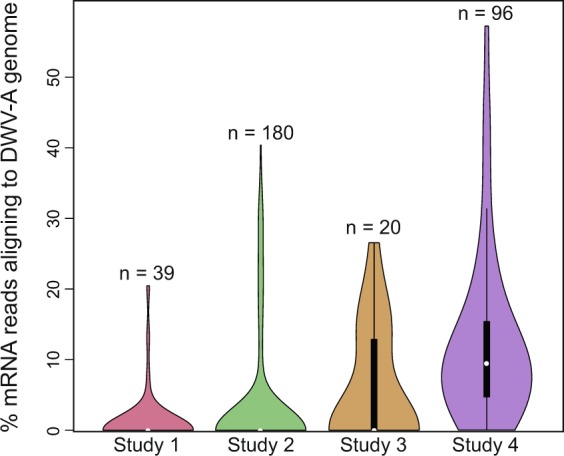
Percentage of mRNA sequencing reads found in honey bee whole-brain and mushroom bodies RNA extractions that aligned to the DWV-A viral genome (accession number AJ489744) instead of the honey bee genome (version HAv3.1). Studies are organized by average % mRNA reads aligning to DWV genome, from smallest to largest. Studies 1–3 performed RNA-Sequencing (RNA-Seq) from the mushroom bodies of adult honey bee brains while Study 4 utilized the whole honey bee brain for RNA-Seq (see Table 1 for study details). Width of the violin plot is proportional to frequency of samples that fall in a given region on the y-axis. Boxplots show median (white half-circle or circle at densest point of violin plot), quartiles (thick black bar) and 0.05 and 0.95 quantiles (thin black lines). Sample sizes, reported above each violin plot, refer to the number of individual bees analyzed. Raw read data can be found in Figshare repository (see below).

We tested the hypothesis that DWV-A affects some of the same molecular pathways that influence behavioral maturation, as covert DWV-A infection has been shown to cause bees to forage at a younger age than normal^33^. Worker honey bees undergo an age-related transition from in-hive nurses to out-of-hive foragers, and this process of behavioral maturation can be accelerated or delayed depending on the needs of the colony^34^. The effect of DWV-A infection on behavioral maturation is of particular importance because precocious behavioral maturation has independently been associated with diminished spatial memory and colony failure^33,35,36^, so disoriented foragers may be more likely to spread DWV to neighboring colonies. Therefore, laying the groundwork for a mechanistic link between viral infection and accelerated behavioral maturation could provide new insights into the dynamics of this host-pathogen relationship.

## Results

### Common patterns of brain gene expression in DWV-A infected bees

To examine the molecular consequences of DWV-A infection in the honey bee brain, we analyzed two published^29,30^ and two new brain RNA-Seq datasets containing transcriptome data from both adult worker (female) and drone (male) honey bees (Table 1). 

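Of these datasets, the drone dataset (Study 3) was re-derived from the read counts that the authors deposited for each of its 20 drones. RNA was taken from the mushroom bodies, the insect brain centers for learning and memory, and from the nuclei around them. All drones came from 1 colony. According to the sample labels, 10 drones received a sucrose reward and 10 received water as a control, and each was collected 60 min later. The same 10 replicate numbers occur in both groups. Polyadenylated RNA was made into libraries with a directional kit, and 8 libraries were pooled for each Illumina HiSeq sequencing run. The authors aligned the reads with STAR (v2.5.3) to assembly Amel_HAv3.1 together with the genomes of 5 viral sequences, and counted them with featureCounts (v1.5.2) over whole gene bodies, introns included, on the strand opposite to the read (strand option 2). The deposited values are whole read counts for 12332 honey bee genes and 5 viral genomes, without normalization. Between 15928790 and 36165571 reads per drone were counted on honey bee genes, with a median of 25128532 in control drones and 26723517 in sucrose drones. The counts show no library that repeats another, since the smallest chi-square per degree of freedom between any of the 190 pairs of libraries was 21.0, far above sampling noise.

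From these counts, the percentage of DWV reads (%DWV) of each drone was taken as the reads counted on the DWV genome divided by all reads counted on genes and viruses. This gave the labels' own values to within 4.7e-16 as fractions. Gene expression was modelled with edgeR, with TMM normalization of the honey bee counts, the DWV fraction as the only covariate and a likelihood-ratio test, because the paper's methods name edgeR with %DWV as a covariate and no blocking factor for this study, and Supplementary Table S3 lists likelihood ratios. The paper's text does not name the filter on low counts. Genes were kept when they had at least 1 CPM in at least 11 drones, which, with library sizes from honey bee counts, brought the number of genes tested, 9377, closest to the number implied by the p-values of Supplementary Table S3. Effects are given as the log2 change in expression per 10 percentage points of DWV, with the standard error taken from the likelihood ratio. Whether a gene passed the threshold depended on the filter, the test and the covariates, and a gene that overlaps another on the opposite strand can hold reads of both.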

We used DWV-mapped transcripts as a linear predictor of brain gene expression (Fig. 1). 

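All 20 drones of Study 3 had DWV reads. The drones fell into separate clusters. In 7 drones, DWV made up between 8.997% and 26.6% of counted reads, with a mean of 16.1% ± 5.54 (SD, n = 7). In the other 13 drones it made up between 0.00125% and 0.0885%, and the mean was 0.0249% ± 0.0225 (SD, n = 13). No drone lay between these ranges. The highest value, in control drone 13, rested on 10648224 DWV reads and had a 95% Wilson confidence interval of 26.5% to 26.6%. The lowest, in control drone 6, rested on 243 DWV reads and had an interval of 0.00111% to 0.00142%, and 3 reads of that library would be 1.55e-05%. These intervals cover counting error only, because reads without molecular identifiers are not independent molecules. Nor do they cover reads exchanged between libraries of the same sequencing run, which were not examined for DWV. Control drones had 3.93% ± 8.87 DWV (SD, n = 10) and sucrose drones 7.37% ± 8.11 (SD, n = 10), and this difference of 3.44 percentage points was within the spread between drones (permutation test, two-sided, p = 0.363). More than 1% DWV was found in 2 of 10 control drones and 5 of 10 sucrose drones (Fisher's exact test, two-sided, p = 0.350). With drones of the same replicate number paired, the sucrose drone had more DWV in 8 of 10 pairs, and the mean difference was again 3.44 points (exact sign-flip test over 10 pairs, two-sided, p = 0.283), which rests mostly on the drones above 1%. On the log10 scale, unpaired, sucrose drones were higher by 0.873 (permutation test, two-sided, p = 0.218). Because of the separate clusters, the linear predictor in Study 3 rests mostly on the contrast between the 7 and the 13 drones.

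**Figure D1:**
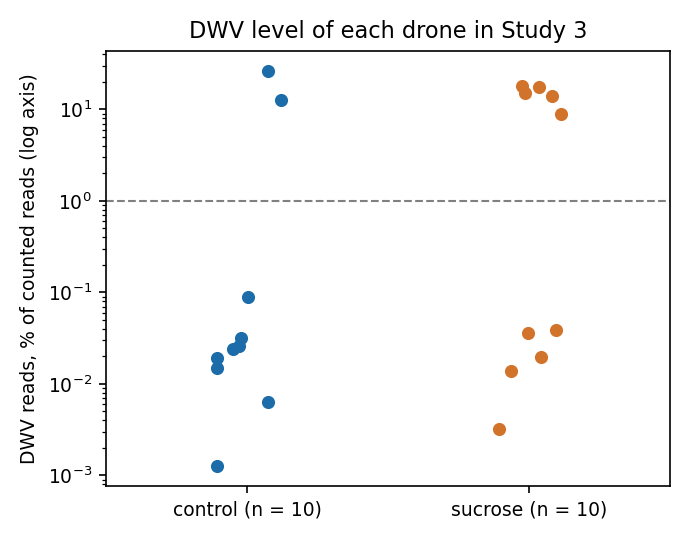
Percentage of counted reads that mapped to the DWV genome in each of the 10 control and 10 sucrose drones of Study 3, on a log axis. Each point is 1 drone and the dashed line marks 1%. The 7 drones above the line lie between 8.997% and 26.6%, and the 13 below it between 0.00125% and 0.0885%.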

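In the 20 drones of Study 3, 160 genes were positively and 227 negatively associated with %DWV at an FDR below 0.05 among the 9377 genes tested (edgeR, likelihood-ratio test). The 387 genes all kept their sign when each drone was left out in turn. The median change was 0.35 on the log2 scale per 10 percentage points of DWV for the positive genes and -0.28 for the negative genes. Of the 4 positive genes with the smallest p, the long noncoding RNA LOC113218549 (chromosome 4, 8194647 to 8231860, Amel_HAv3.1) rose from 1.66 ± 0.919 CPM (SD, n = 13 drones below 1% DWV) to 110 ± 56.7 CPM (SD, n = 7 drones above 1%), a log2 change of 3.80 per 10 points (SE 0.42, adjusted p = 2.80e-15 from the same edgeR test). The argonaute-2 gene LOC411577 (chromosome 10, 9872475 to 9877837) had 140.2 ± 31.6 and 673 ± 263 CPM in the same groups of drones, a log2 change of 1.30 (SE 0.16, adjusted p = 2.79e-13, edgeR). The uncharacterized genes LOC100578156 and LOC100577430 had log2 changes of 1.33 (SE 0.15) and 1.56 (SE 0.19). LOC100578156 lies inside LOC408839 on the opposite strand. Negative genes were taken in order of p until 4 were named, with at most 2 genes without a name among them. Of these 4, a lysozyme gene, LOC724899 (chromosome 13, 4863192 to 4864707), fell from 44.7 ± 9.02 CPM (SD, n = 13) to 11.4 ± 3.62 CPM (SD, n = 7), a log2 change of -1.02 (SE 0.13, adjusted p = 3.93e-11, edgeR). The anamorsin homolog LOC552386 changed by -0.41 (SE 0.06), and LOC100578714 and LOC408864, which the supplementary tables do not name, by -0.61 (SE 0.08) and -0.58 (SE 0.08). In each of these 8 genes, all 7 drones above 1% DWV lay on the same side of all 13 drones below it.

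The number of genes depended on the model. It moved most when log10 of the DWV fraction replaced the fraction, which gave 791 positive and 669 negative genes. The quasi-likelihood test gave 107 and 148. With the replicate number as a block, 403 and 293 genes passed, but only 140 of the 296 genes in Supplementary Table S3 were among them, against 289 without the block, so the block replaced much of the list. The deviations of same-numbered drones from their group means had a mean correlation of 0.12, against -0.01 for drones with different numbers (permutation test over 10 pairs, one-sided, p = 0.0898). In 5 of the 10 pairs only 1 drone was above 1% DWV. With the DWV fraction removed as well as treatment, a test chosen after seeing the data, the mean correlation was 0.11 (one-sided permutation test over 10 pairs, p = 0.104), so whether the numbers pair the drones was left unsettled.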

Using a false discovery rate (FDR) < 0.05, we found the following numbers of positively and negatively DWV-A associated genes, hereafter referred to as “DWV-associated genes”: 77 positively and 0 negatively associated (Study 1^29^); 1072 positively and 695 negatively associated (Study 2^30^); 134 positively and 162 negatively associated (Study 3); and 137 positively and 232 negatively associated (Study 4; all gene lists in Supplementary Tables S1–S4). In Study 2^30^, the authors excluded from post-sequencing analysis 28 samples with DWV-A infection found to be “severe” (having more than 0.5% DWV-mapped transcripts); here, we have included them. In Study 4, several behavioral and molecular perturbations were conducted but did not result in any differential gene expression between groups, which we attribute to DWV-A infection. We have included all the samples from that study and deposited all relevant treatment information with the GEO submission (GSE130700).

Calculating all possible intersections among the four datasets we found seven DWV-associated genes shared between all datasets (hypergeometric test, fold enrichment [FE] = 290.59, *p* < 0.01, Fig. 2a): peptidoglycan-recognition protein S2 precursor (*PGRP-S2*), multiple inositol polyphosphate phosphatase 1, uncharacterized LOC724126, acyl-CoA delta-11 desaturase, aldehyde dehydrogenase (*aldh*), chitinase-like protein Idgf4 isoform X2 (*Idgf4*), and apidaecin 1 (*apid1*). 

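In the drones of Study 3, these genes had the following values. The CPM are normalized by TMM and given as mean ± SD over the 7 drones above 1% DWV and the 13 below it. The log2 changes are per 10 percentage points of DWV over all 20 drones, and the adjusted p-values are from edgeR's likelihood-ratio test with Benjamini-Hochberg adjustment. *apid1* (Apid1, chromosome 16, 4518604 to 4520315, Amel_HAv3.1) had 1668 ± 2879 CPM above 1% DWV and 5.58 ± 11.8 CPM below it. Its log2 change was 5.17 (SE 0.65, adjusted p = 3.69e-12). All 7 drones above 1% exceeded all 13 below it, but their values ran from 158 to 8157 CPM. The reference lists apidaecin 14 and 22 as synonyms of this gene, so reads of near-identical apidaecin sequences cannot be told apart here. *PGRP-S2* (Pgrp-s2, chromosome 13, 8698178 to 8700676) had 133 ± 31.8 and 74.6 ± 16.8 CPM, with a log2 change of 0.45 (SE 0.10, adjusted p = 9.81e-04). *Idgf4* (LOC413324, chromosome 8, 8992567 to 8995529) had 3063 ± 950.0 and 1348 ± 229.7 CPM, with a log2 change of 0.66 (SE 0.09, adjusted p = 9.51e-10). *aldh* (LOC550687, chromosome 7, 3498317 to 3504792) had 102 ± 17.0 and 74.5 ± 12.7 CPM, with a log2 change of 0.25 (SE 0.07, adjusted p = 0.0120), and the phosphatase gene (LOC100577002, chromosome 14, 6393346 to 6400521) had 81.2 ± 10.1 and 61.4 ± 8.86 CPM, with a log2 change of 0.22 (SE 0.06, adjusted p = 0.0152). No table used here pairs the acyl-CoA delta-11 desaturase with an identifier. Among the 11 genes that passed the threshold in Study 3 and are in Supplementary Tables S1 and S2, 2 protein-coding genes without a name remain for it. LOC552417 (chromosome 4, 2131136 to 2164904) had a log2 change of 0.30 (SE 0.05, adjusted p = 4.70e-06), and LOC724644 (chromosome 13, 7348468 to 7354299) had 0.58 (SE 0.10, adjusted p = 5.96e-06). The ranges above and below 1% DWV overlapped for *PGRP-S2*, *aldh*, LOC100577002 and LOC552417. With the replicate number as a block, the adjusted p of LOC100577002 was 0.0534 and that of LOC552417 was 0.0519. When the mean gene length of each library was added as a covariate, after seeing the data, the adjusted p was 0.195 for LOC100577002 and 0.0911 for *aldh*.

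**Figure D2:**
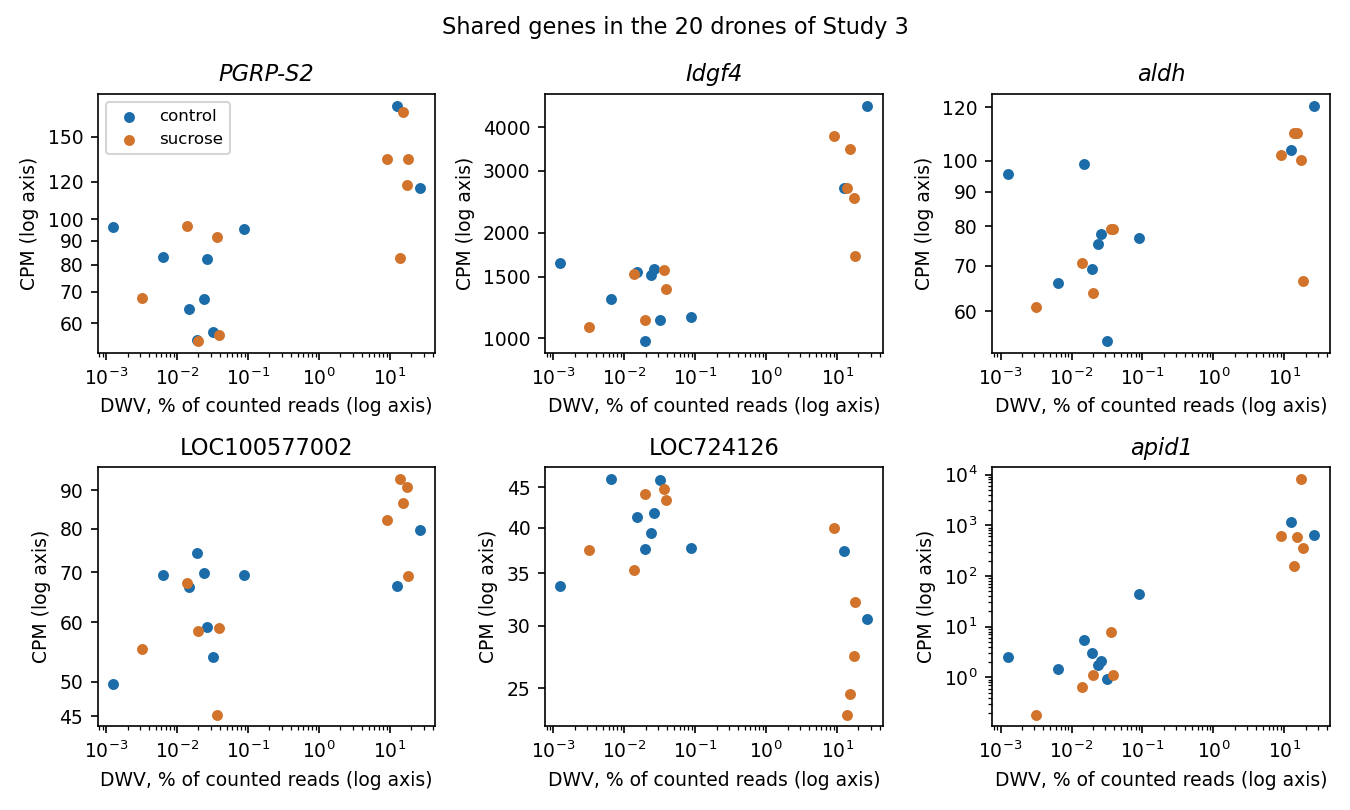
TMM-normalized CPM of 6 of the shared genes against the percentage of DWV reads in the 20 drones of Study 3, with both axes on log scales. Each point is 1 drone, blue for control and orange for sucrose. *apid1* runs from 158 to 8157 CPM in the 7 drones above 1% DWV, and LOC724126 is the gene that is lower in them.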

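The uncharacterized gene LOC724126 (chromosome 16, 1891294 to 1895276, minus strand) was the exception among the shared genes in the drones. It had 30.8 ± 6.27 CPM in the drones above 1% DWV (SD, n = 7) and 40.7 ± 4.10 CPM in those below it (SD, n = 13). The log2 change per 10 percentage points of DWV was -0.24 (SE 0.06, adjusted p = 0.00494 from edgeR's likelihood-ratio test with Benjamini-Hochberg adjustment), and it stayed between -0.30 and -0.21 when each drone was left out in turn. Of the 7 drones above 1% DWV, 5 lay below all 13 others. In the paper's own tables its coefficient, per unit DWV fraction, is 3.68 in Study 1 and 1.48 in Study 2. In the drones it was -2.38 per unit fraction. Another gene, LOC102654151, lies inside LOC724126 on the opposite strand, and its count equalled 75.2% of the count of LOC724126. After that count was subtracted, an alternative chosen after seeing the data, the log2 change per 10 points was -0.26 and the adjusted p was 0.0924. The adjusted p was 0.0834 with the replicate number as a block and 0.0865 without TMM normalization.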

Each gene was positively associated with DWV-A infection except for uncharacterized LOC724126 in Study 3, which was negatively associated.

**Figure 2:**
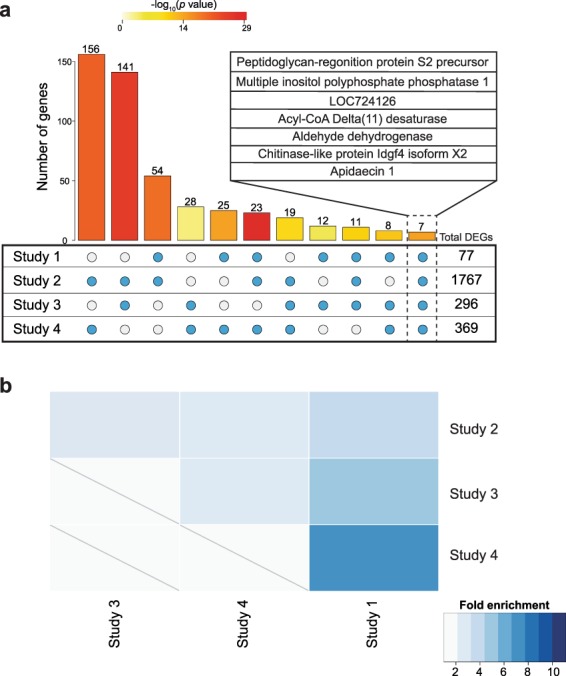
DWV-associated brain gene expression is highly similar between studies. (**a**) Hundreds of DWV-associated genes were shared between at least two independent studies, with a list of seven genes associated with all four studies (inset). (**b**) Results of hypergeometric tests show significant overlap of DWV-associated genes across various combinations of the four studies. A gene list universe common to all four studies was used to increase stringency of analysis. Studies are ordered by increasing fold enrichment score (see Methods). All pairwise comparisons were significant at FDR < 0.0005 (raw and corrected *p* values in Supplementary Table S5).

We found a significant overlap for each pairwise comparison among the four DWV-associated gene lists (hypergeometric test, FE > 2.0, FDR < 0.01 for each pairwise comparison, Fig. 2b; Supplementary Table S5). 

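For the pairs that include Study 3, the 387 genes re-derived from the drones were compared with the paper's lists for Studies 1 and 2, in the universe of 8567 genes. With the 77 genes of Study 1, 11 were shared where 3.48 were expected by chance, a fold enrichment of 3.16 (hypergeometric test, one-sided, p = 6.30e-04, and the same after Benjamini-Hochberg adjustment over both tests). With the 1767 genes of Study 2, 153 were shared where 79.8 were expected, a fold enrichment of 1.92 (hypergeometric test, one-sided, adjusted p = 4.78e-18). Of the 11 genes, 10 had the same direction as in Study 1, LOC724126 being the exception. Of the 153, 138 had the same direction as in Study 2, 82 of them positive and 56 negative. Genes are not independent replicates, and these tests treat them as if they were. The DWV values were also placed on the drones in 100 orders, the real one included. As many genes were shared with Study 1 in 1 order and with Study 2 in 3. Over all 1667 genes of the Study 2 list that were tested in the drones, whether or not they passed the threshold, 65.8% had the same sign in both studies. As large a share was found in 4 of the 100 orders, and the other 99 orders ran from 28.0% to 67.9%. For the 76 tested genes of the Study 1 list this share was 52.6% (40 genes), close to an even split. The universe holds fewer genes than were tested in the drones. With the split at 1% DWV in place of the DWV fraction, the number shared with Study 2 was 264, and the overlap was not computed with log10 of the fraction. From the overlaps of every pair of lists, the paper concludes that brain gene expression associated with DWV is highly similar between studies (Fig. 2).

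**Figure D3:**
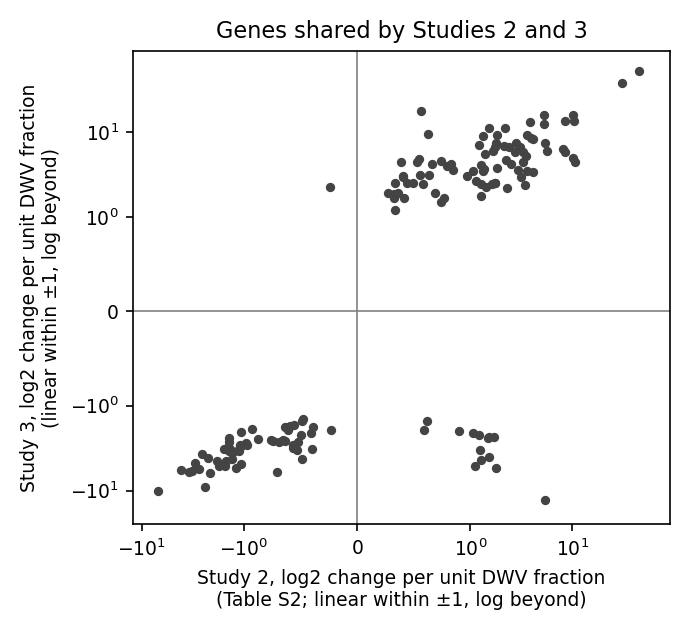
Log2 change per unit DWV fraction of the 153 genes shared with the Study 2 list, from Supplementary Table S2 on the horizontal axis and from the 20 drones of Study 3 on the vertical axis. Each point is 1 gene and both axes are linear within ±1 and logarithmic beyond. The 138 genes with the same direction lie in the lower left and upper right, and 15 lie in the other quadrants.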

Gene Ontology (GO) enrichment analysis performed on genes positively associated with DWV-A with GOrilla^37^ identified an over-representation of several GO terms associated with iron metabolism, response to virus, and other biological processes (Fig. 3a; Supplementary Table S6). We found fewer GO terms enriched in genes negatively associated with DWV-A, primarily involved with amino acid synthesis and metabolism (Fig. 3b; Supplementary Table S7). GO terms for individual datasets are in Supplementary Tables S8–S15.

**Figure 3:**
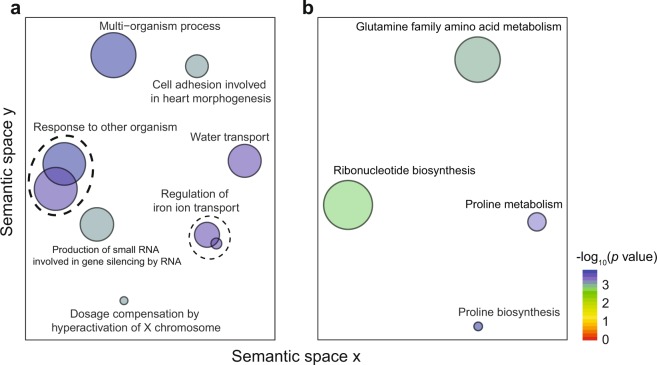
REVIGO plots show Gene Ontology (GO) terms enriched in (**a**) positively or (**b**) negatively associated DWV-associated gene lists. Plots are organized in semantic space in which more similar terms in the GO hierarchy are more closely positioned. Circle diameter is correlated with the inverse of the GO term’s specificity with smaller circles representing more specific terms.

### DWV-associated gene expression compared to previous studies of nurse-forager gene expression

To test the hypothesis that DWV-A influences the molecular pathways underlying behavioral maturation and accelerates the nurse-to-forager transition, we compared DWV-associated gene expression in each study to published transcriptomic comparisons of nurses and foragers. None of the four studies we analyzed included comparisons of nurses and foragers, although Study 4 examined caregiving (nursing) behavior among bees. This was examined in small, age-matched groups and not as a naturally occurring behavior in the field. Also, no comparisons were made to foragers or older bees of any behavioral state and, moreover, we could not detect any effect of caregiving on gene expression profile (see above for information regarding Study 4, in which no differentially expressed genes were detected relative to experimental conditions). Studies 2 and 4 contained adult workers that were considerably younger than typical foraging age, the onset of which is at least 2–3 weeks of age (see Table 1)^38,39^. To obtain focal bees for these studies, honeycomb frames of capped brood were stored in an incubator and newly eclosed adults were collected every 24 hours. This method has been regularly used to form groups of bees in which the exact age is known^40,41^. Therefore, we suggest that behavioral maturation-related gene expression in DWV-A infected samples was specifically due to viral infection and not conflated with experimental conditions.

We used nurse- and forager-related transcriptome profiles previously validated across two published studies not analyzed here^42,43^. We only considered genes that were concordant across these two studies despite differences in technical and methodological details; given this stringency, we use these nurse- and forager-upregulated genes as designations of nursing and foraging behavioral states. In Studies 1, 2 and 4, which all contain worker (female) honey bees, we found that genes positively associated with DWV-A infection were significantly enriched in forager, but not nurse, transcriptome profiles (hypergeometric test, FE > 1.8, FDR < 0.05). Study 3, which contains drone (male) samples, did not show significant enrichment in nurse or forager gene lists (Fig. 4, Supplementary Table S16).

**Figure 4:**
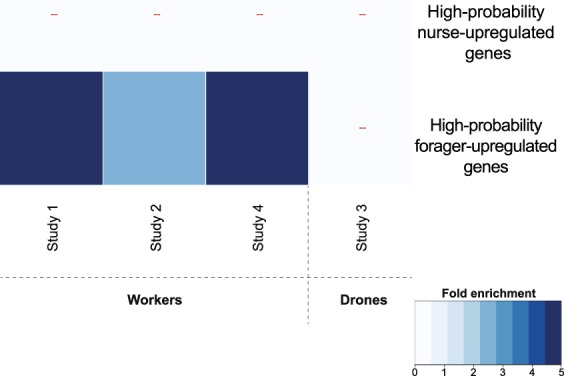
Neurogenomic state of DWV-A infected bees is more similar to foragers than nurses. Genes positively associated with DWV-A infection showed significant overlap with nurse- and forager-upregulated genes validated between two independent studies^42,43^, which we term “high-probability” genes. Pairwise comparisons were significant (FDR < 0.05) in Study 1, 2 and 4, which sampled (female) workers but not Study 3, which sampled (male) drones. FE, raw and corrected *p* values are reported in Supplementary Table S16. “–” denotes a nonsignificant overlap.

### Transcriptional regulatory network analysis

To help identify transcription factors important in regulating the transcriptional response in the honey bee brain to DWV-A infection, we reconstructed a transcriptional regulatory network (TRN) using brain gene expression to infer regulatory interactions between transcription factors (TFs) and their targets. We only used orthologs of TFs and target genes that have been experimentally validated in *Drosophila melanogaster*^44^ and generated a TRN of 248 TFs and 5716 target genes (Supplementary Table S17). We found 19 TFs with predicted target genes significantly enriched in the DWV-associated gene lists, the majority of which (13/19) showed enrichment only in Study 2 (Supplementary Table S18). Eight TFs, including protein hairy (*hairy*), transcription factor clockwork orange isoform X3 (*cwo*), and activating transcription factor 3 isoform X1 (*atf3*) had their predicted target genes enriched in at least two DWV-associated gene lists (Fig. 5, Supplementary Table S19). Studies 2 and 4, which contained only young (age ≤ 7 days) worker bees collected in 2014, shared the most TFs.

**Figure 5:**
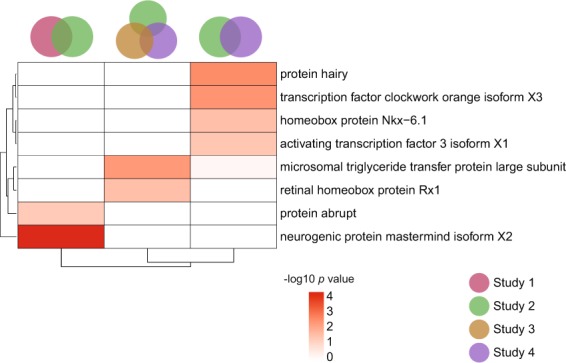
DWV-A infection influences the brain transcriptional regulatory architecture of brain gene expression. We used ASTRIX to infer a transcriptional regulatory network associated with DWV-A infection. We found eight transcription factors (TF) with target genes enriched in at least two datasets, implicating them as important regulators of the effects of DWV-A infection on honey bee brain gene expression.

### ABC and CBA assays for DWV-A subtype validation

To validate the read-mapping specificity to reliably discriminate between the master variants of DWV, we used two competitive reverse transcription polymerase chain reaction (RT-PCR) assays to target different portions of the virus genome (n = 35 samples from Study 4). Using the ABC assay^45^, which targets the *RNA dependent RNA polymerase* (*RdRp*) region in DWV, we found a significant correlation between %DWV and DWV type A (Pearson correlation; DWV-A, r = 0.59, *p* < 0.001, Fig. 6a). Next, we used the CBA assay [Highfield *et al*., *in preparation*] to target the DWV capsid region. Using this assay, we found a strong relationship between %DWV-A as identified through mapping and DWV-A through RT-PCR (r = 0.87, *p* = 1.97e-09, Fig. 6b). We did not find evidence of DWV type B or C in our honey bee samples.

**Figure 6:**
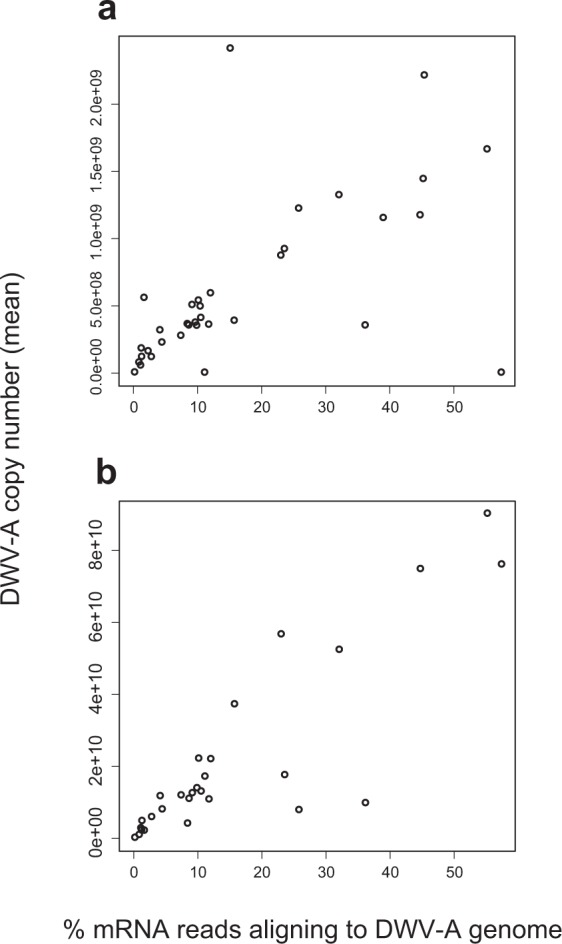
RT-PCR analyses uncover full-length DWV-A transcripts. (**a**) ABC assay, which targets the *RNA dependent RNA polymerase* (*RdRp*) region in DWV-A, provided mean copy numbers of master variant DWV-A which was significantly correlated with % reads aligned to DWV-A viral genome (r = 0.59, *p* < 0.001). (**b**) CBA assay, which targets the capsid region of DWV transcripts, showed a significant correlation for DWV-A (r = 0.87, *p* = 1.97e-09). Pearson correlation; n = 35 whole-brain samples from Study 4. We found no evidence for DWV type B or C.

### Single-cell RNA-Sequencing

To identify specific cell populations in the brain impacted by DWV-A, we used the 10x Genomics (10x) Chromium platform to perform single-cell RNA-Sequencing (scRNA-Seq) on the whole brain (WB) and mushroom bodies (MB) of two individual bees unrelated to the studies analyzed here. We chose both WB and MB because both were sampled for the datasets analyzed in this meta-analysis (Table 1) and including a focal region (MB) might help identify rarer cells types we would otherwise be unable to identify. Each library generated over 360 million reads and we recovered transcriptome data from ~1,200 cells per sample with a median of 1,167 and 1,559 genes per cell, for the WB and MB, respectively (Fig. 7a). We merged both WB and MB datasets and identified 13 cell clusters based on similarities in gene expression profiles (Supplementary Table S20).

**Figure 7:**
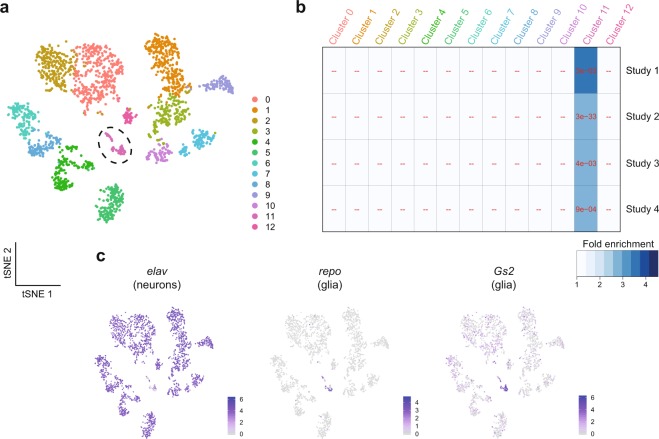
Single-cell RNA-Sequencing demonstrates significant enrichment of DWV-associated genes in a single predicted cluster of honey bee brain cells. (**a**) Two-dimensional visualization of single-cell RNA-Sequencing (scRNA-Seq) from one whole brain and one mushroom bodies from two healthy worker bees, independent of the bees used in the previous analyses. We used tSNE clustering to sort cells into 13 clusters based on gene expression profiles of 2,205 cells. Dashed circle outlines Cluster 11. (**b**) Hypergeometric overlap tests comparing positively associated DWV-associated genes and cluster-defining upregulated genes (see Methods) show that DWV-associated genes are only enriched in a single cluster, Cluster 11. All BH-corrected *p* values are < 0.005. “--” denotes a nonsignificant overlap. (**c**) The canonical neuronal marker *elav* is highly expressed in the vast majority clusters excluding Cluster 11, where glial markers *repo* and *Gs2* are specifically expressed. Color scales represent log-normalized gene expression per cell.

To test the hypothesis that the neurogenomic signature of DWV-A infection is localized to a specific brain region or cell subpopulation, we performed a series of hypergeometric tests to compare genes positively associated with DWV-A infection and genes upregulated per predicted cell cluster. We only found a significant result in Cluster 11, in which each DWV-associated gene list had a significant FE score (FDR < 0.01, Fig. 7b). The neuronal marker *elav* was largely absent from this cluster, whereas the insect glial markers reversed polarity (*repo*)^46^ and glutamine synthetase (*Gs2*)^47^ were significantly upregulated (Wilcoxon Rank Sum Test, *repo*: average log fold-change = 2.39, FDR = 1.61e-130; *Gs2*: average log fold-change = 3.22, FDR = 6.5e-31). Neither *repo* nor *Gs2* were upregulated in any other cluster (Fig. 7c).

## Discussion

We identified common transcriptional signatures of DWV-A infection in the honey bee brain based on brain transcriptome studies of asymptomatic individuals, thus presenting the first neurogenomic analysis of the conserved molecular impact of covert yet widespread DWV-A infection. Our results, which were due to infection exclusively with DWV type A, indicate strong effects on honey bee brain gene expression, with several molecular pathways and transcription factors implicated across multiple independent studies. In addition, our meta-analysis highlights strong similarities in brain gene expression and transcriptional regulatory architecture between infected bees and natural foragers, thus filling an important gap in our understanding of how DWV-A may impact colony demographics and survival. DWV-A appears to accelerate honey bee behavioral maturation and activate molecular pathways in the brain associated with the transition from nurse to forager.

Some of the genes identified here have been implicated in viral infection in other studies of honey bees. The antimicrobial peptide-encoding *apid1* and the pathogen recognition receptor *PGRP-S2*, which were positively associated with DWV-A infection in all four studies, have also been shown to be casually linked to dsRNA treatment or Sindbis virus infection in the thorax and abdomen of infected honey bees^48^ and therefore may be activated following generalized inflammation in multiple tissues. Moreover, a meta-analysis of 19 transcriptome datasets of experimentally infected worker honey bees, which did not include an analysis of DWV in the adult brain, found that PGRPs were either consistently differentially expressed or were predicted to regulate many genes across datasets^32^. *PGRP*-*S2* also was found to be upregulated in bees taken from colonies diagnosed with CCD^49^. GO enrichment analysis revealed that genes positively associated with DWV were enriched for gene silencing by RNA, which plays a role in insect antiviral defense^50^ and may therefore signify a protective mechanism against DWV infection.

Other genes identified here have been implicated in viral infection or inflammation across a broad range of conditions among phylogenetically diverse species, including humans. This is remarkable, given that insects lack lymphocytes, immunoglobulins and other fundamental units of the vertebrate immune system. For example, GO enrichment analysis revealed that genes positively associated with DWV-A were enriched for iron metabolism, and viral hijacking of iron metabolism has been associated with poor prognosis in HIV-1 and hepatitis C infection in humans, as iron accumulation provides an ideal environment for viral replication^51^. Another link to human disease was *aldh*, positively associated with DWV-A in all four studies, which was shown to offer a neuroprotective function in Parkinson’s disease-associated neurodegeneration of dopaminergic cells^52^.

We found *Idgf4*, a chitinase-related gene associated with chitin organization and cuticle development^53^, to be positively associated with DWV-A in all four studies. Chitinase and chitinase-related genes are an evolutionarily conserved family of hydrolases synthesized in both insects and mammals^54^. Though mammals do not synthesize chitin, these hydrolases have been implicated in the pathogenesis of inflammatory responses in several human disorders^55,56^, and expression of the mammalian chitinase-3-like protein 1 is increased in astrocytes following traumatic brain injury^57^. These results suggest that viral and host responses contain some deeply conserved components. Moreover, expression of *Idgf4* was shown to increase in the abdominal integuments with the onset of foraging in honey bees and another social bee species^58^, supporting our hypothesis that DWV-A infection affects molecular pathways associated with behavioral maturation. While *Idgf4* does not have chitinase activity, it likely promotes cell growth and development, the function of which is unclear in the post-mitotic adult brain^59^. *Idgf4* expression was positively correlated with sexual maturation in the neural ganglia of the female Pacific abalone *(Haliotis discus hannai*)^60^, implying that it has broad maturation-related functionality in different tissue types, including neural.

Our results suggest that DWV-A drives a forager-like neurogenomic state in infected individuals, as the profile of genes positively associated with DWV-A resembles the profile upregulated in foragers but not nurses^42,43^. This was surprising, considering that the majority of bees in this meta-analysis were nurse-age, and thus considerably younger than the normal foraging age. Early-onset or “precocious” foraging, which represents an acceleration of behavioral maturation, has been linked to CCD via both computational and empirical studies^61,62^. We found this trend in workers but not drones, which do not forage. This is consistent with the finding that although high DWV titers have been identified in the drone endophallus, Yañez *et al*. demonstrated that infection does not impact drone mating flight performance^63^.

DWV-A infection was also associated with changes in the brain transcriptional regulatory architecture underlying behavioral maturation. Three transcription factors, *atf3*, *hairy*, and *cwo*, which our TRN model predicted to regulate many genes in the context of DWV-A infection, have previously also been computationally predicted to cause precocious foraging based on several different gene regulatory analyses of honey bee brains. For example, *atf3*, which is necessary for protein kinase A signaling^64^, was predicted to be involved in the initiation or maintenance of the foraging state^42^. Similarly, motifs associated with both *hairy* and *cwo* were found to be enriched in the promoter region of over half the genes upregulated in the brains of foragers relative to nurses and may therefore also be related to precocious foraging^42^. Our findings thus provide a suggestive link between viral infection and behavioral maturation, the latter of which has been linked to colony decline^36,61^. These three TFs in particular were implicated in Studies 2 and 4, which contain worker bees that were considerably younger than normal foraging age. Therefore, the impact of DWV-A on behavioral maturation may be exaggerated in younger bees who would not forage for several weeks under normal conditions. Perhaps DWV-A impacts transcriptional regulation differently in infected foragers, such as those in Study 1.

We suggest that these specific viral-associated neurogenomic effects on workers may promote horizontal viral transmission by facilitating spread between colonies. Foragers are more likely than nurses to accidentally enter (“drift”) into a foreign colony, and precocious foragers may be even more likely to drift than normal-age foragers. Precocious foraging also is associated with poor spatial memory relative to normal-age foragers^35^, and specific DWV-A induced learning deficits have been reported^26^. Moreover, the drifting of DWV-A infected workers may be more likely to occur under crowded modern apiary conditions. One interpretation of our findings is that DWV is manipulating host behavior to promote its spread. However, a variety of proximate stress factors cause precocious foraging, such as starvation^65^, infection by the protozoan *Nosema*^66^, *Varroa* mite infestation during development^67^, and a loss of normal-age foragers^34^, so it will be important to conduct additional studies to test this hypothesis. Given that precocious behavioral maturation is associated with colony decline^61,62^, understanding the evolutionary dynamics of the DWV-honey bee pathogen-host relationship is of considerable importance.

It was surprising to observe that scRNA-Seq analysis detected a cluster of cells in the brain with gene expression profiles that identify them as glia. We base this tentative conclusion on the observation that this cell cluster lacked the neuronal marker *elav* but was distinguished from other clusters by a relative abundance of *repo* and *Gs2*, two canonical markers of glia in insects^46,47^. In addition to expressing compelling molecular markers indicating glia, rather than neurons, we note that the small size of the cluster represents only ~3% of the ~2,200 sequenced cells, and glia in the insect brain have been estimated to number less than 10%, unlike the ~1:1 ratio split in vertebrates^68–70^. Because the scRNA-Seq samples were not infected with DWV-A, one possibility is that the molecular signature of DWV-A, common to all four datasets, is driven by gene expression primarily in activated glia cells. An alternative, nonexclusive, explanation is that infection stimulates molecular mechanisms in neurons that resemble the resting state of glia. In ladybird beetles (*Coleomegilla maculata*), infection with *Dinocampus coccinellae* paralysis virus (DcPV), which, like DWV, is also a picorna-like virus, similarly localized to glial cytoplasm in the brain, thus compromising host survival^71^. In the developing human brain, radial glia and astrocytes are more susceptible than neurons to infection by the flavivrus Zika^72^. Interestingly, we found *ebony*, which is activated in glia to generate circadian locomotion in *Drosophila*, to be positively associated with DWV-A in Studies 2 and 3 (Supplementary Tables S2 and S3, respectively). 

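In the drones of Study 3, *ebony* (LOC409109, chromosome 1, 12205892 to 12225882, minus strand, Amel_HAv3.1) had 431 ± 152 CPM above 1% DWV (SD, n = 7) and 268 ± 69.4 CPM below it (SD, n = 13). Its log2 change per 10 percentage points of DWV was 0.37 (SE 0.12, adjusted p = 0.0420 from edgeR's likelihood-ratio test with Benjamini-Hochberg adjustment). Of the 7 drones above 1% DWV, 5 lay above all 13 others and 1 lay below them. The adjusted p stayed below 0.05 in 9 of the 20 fits that each left out 1 drone. It was 0.0875 in the quasi-likelihood test, 0.107 with treatment as a covariate and 0.0853 with the replicate number as a block. *ebony* lies within LOC724495 on the opposite strand.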

Circadian locomotion is a hallmark of honey bee foragers compared to nurses, which are arrhythmic^73^; thus, we speculate that glia may be playing a role in accelerating behavioral maturation. Because our results are derived from bioinformatic analyses of scRNA-Seq, we do not yet know the exact role of honey bee glia in the context of DWV infection. Further studies will be required to strengthen the link between glia-mediated viral response and its potential impact on behavior.

Given the accumulating evidence that picorna-like viruses cause cognitive impairment, in both vertebrates and invertebrates^26,74^, and given the strong effects of DWV-A on brain gene expression reported here, why was the DWV-A infection in all four studies covert, with no obvious effects on behavior? One possibility is that the behaviors of interest in those studies (reward responsiveness [Studies 1 and 3], aggression [Study 2], and caregiving [Study 4]) are subserved by different neural and molecular processes than those impacted by DWV-A infection. Another explanation is the advantage conferred to DWV-A via precocious foraging: infected bees that progress to a foraging state can do a better job spreading the virus between colonies than those that either succumb to infection or are ejected by their nestmates. Our findings thus far are specific to DWV-A, which is the predominant viral variant in North America^22,75^; future research will be necessary to determine if DWV-B and -C have similar impact on brain gene expression in adult honey bees. A better understanding of the ways in which DWV and other bee viruses affects brain and behavior will be important to future efforts aimed at reversing colony loss.

## Methods

### Datasets included in meta-analysis

We included 325 bees from four independent studies conducted at the University of Illinois Bee Research Facility in Urbana, IL between 2012 and 2014. For each study, source colonies containing honey bees were maintained according to standard beekeeping practices. Studies 1 and 3 used colonies headed by a naturally mated queen, and colonies for Studies 2 and 4 were headed by a queen instrumentally inseminated with semen from a single drone to reduce genetic variability between individuals. Study 3 only involved drones, which develop from unfertilized eggs and were therefore unaffected by queen insemination. Behavioral collections were made either directly from these colonies or from small cages of bees kept in a laboratory incubator that mimics in-hive conditions (34 ± 1 °C, 45 ± 10% relative humidity), as previously described^30,40,76^. No bees collected displayed physical symptoms of DWV (e.g., misshapen wings, immobility, differences in body size), nor did any show diminished responsiveness to investigators in the four respective studies. For collections, bees were flash-frozen in liquid nitrogen following a given experimental paradigm and stored at −80 °C until brain dissection and RNA extractions. Full experimental details, which apply to all four datasets, regarding sample collection, brain dissection, RNA extraction and RNA-Seq are described in the respective Methods sections of the two published datasets^29,40^, with the exception that Study 4 utilized the entire honey bee brain instead of the MB alone. All datasets are available for public access on the Gene Expression Omnibus database, respective accession IDs as follows: GSE130701 (Study 1), GSE85878 (Study 2), GSE130702 (Study 3), GSE130700 (Study 4).

### RNA-Sequencing analysis

We reprocessed original raw data for each dataset. Raw reads were mapped to the most recent *A. mellifera* genome assembly, build HAv3.1^77^, and the Deformed wing virus reference genome (GenBank accession number AJ489744^19^) using the STAR (v2.5.3) aligner with default settings^78^. Numbers of reads were counted using the featureCounts^79^ command in the Subread package (v1.5.2)^80^. Because we could not arbitrarily assign “high” and “low” levels of infection to datasets that are ubiquitously contaminated, we did not discretize samples by number of DWV reads. To normalize brain gene expression across the datasets, we calculated gene expression levels using %DWV (Fig. 1) as a covariate in a generalized linear model that included honey bee source colony as a blocking factor (for all experiments except Study 3, which only included a single colony) using edgeR^81^ (v3.24.3) in R (v3.5.2). We used the Benjamini-Hochberg (BH) correction for multiple testing^82^ and filtered lists of DWV-associated genes based on a threshold of FDR < 0.05.

### Gene list analyses

Gene list overlap analyses were conducted with the GeneOverlap^83^ and SuperExactTest^84^ packages in R. We used hypergeometric tests to calculate the statistical significance of observed gene list overlap compared to overlap expected by random chance, and calculated BH-corrected *p* values as noted in the text. A gene list universe of 8567 genes was used based on the 4-way overlap across the datasets. For Gene Ontology (GO) enrichment analysis, we first converted honey bee genes to *Drosophila melanogaster* orthologs via a one-to-one reciprocal best hit BLAST (v2.8.0; Supplementary Table 21)^85^. Lists containing genes differentially expressed in ≥ 2 datasets were then submitted to the GOrilla database and visualized using REVIGO^37,86,87^.

Lists of genes positively associated with DWV were then compared to published transcriptome data associated with nurse or foraging state. To obtain an unbiased list of nurse- and forager-upregulated genes, we used directionally concordant genes validated between two independent studies comparing nurses and foragers^42,43^. Pairwise comparisons were performed as described above.

### Transcriptional regulatory network construction

We used the Analyzing Subsets of Transcriptional Regulators Influencing eXpression (ASTRIX)^88^ approach to predict transcription factors (TFs) associated with DWV infection with an approach that used information from all four data sets. Using ASTRIX, we inferred a TRN by combining gene expression data from each study. A regulatory interaction was inferred via gene expression between a TF and its target based on co-expression: the predicted targets of TFs were defined as genes that share high mutual information (*p* < 10^−6^) with a TF and have a high predictive ability (correlation *r* > 0.8). A previous study^88^ validated ASTRIX-generated TF-target associations using data from ModENCODE^89^, REDfly^90^, and DroID^91^ databases. To assess the regulatory influence of each highly connected TF in the context of DWV infection, we tested for enrichment of its targets in each DWV-associated gene list using a Bonferroni FDR-corrected hypergeometric test with a cutoff of FDR < 0.05.

### ABC and CBA assay

We performed quantitative reverse transcription PCR (RT-qPCR) on 35 whole-brain samples from Study 4 (Fig. 3). RNA was extracted from whole brains using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following overnight incubation in RNAlater-ICE (Invitrogen, Carlsbad, CA), as previously described^76^. RT-qPCR was performed on the RNA alongside a ten-fold dilution series of DWV variant-specific capsid or RdRp RNA standard curves using a Power SYBR® Green RNA-to-CT™ 1-Step Kit (Applied Biosystems, Waltham, MA). Each reaction contained 5 μL Power SYBR® Green RNA-to-CT PCR mix, 1 μL forward primer, 1 μL reverse primer for DWV-A, B or C Capsid [Highfield *et al*., *in preparation*] or RdRp region^45^, 0.08 μL reverse transcriptase, 1.92 μL RNase free H_2_O and 1 μL template RNA. The reverse transcription step occurred at 45 °C for 10 min and denaturation at 95 °C for 10 min, followed by 35 cycles of denaturizing at 95 °C for 15 sec, annealing at 58.5 °C for the capsid DWV-A, B, and C primers, RdRp DWV-A or B and at 61 °C for DWV-C RdRp primer for 15 sec and extension at 72 °C for 15 sec. A melt curve analysis was performed between 72 °C and 95 °C, at 0.1 °C increments, each with a 5 sec hold period. This step ensured that no contamination was present in the negative template controls and that only one product was amplified per primer set. Each sample was analyzed in duplicate. Copy numbers were determined using the following equation: *(Concentration RNA (ng/µL) × 6.022* × *10*^23^*) (Fragment length base pairs* × *109* × *325)*. Genome equivalents per bee were calculated using the following equation: *(Average copy number × RNA volume) x proportion of bee tissue* (see Figshare link for raw data).

### Single-cell RNA-Sequencing

We collected two seven-day-old adult worker honey bees from one source colony headed by a queen instrumentally inseminated with semen from a single drone (to increase genetic similarity among the bees). Brains were fresh-dissected in ice-cold Dulbecco’s phosphate-buffered saline (DPBS), and the mushroom boides (MB) were dissected in one sample. Both samples were then cut into small pieces and incubated for 2 min in an Eppendorf tube containing 90 μl of DPBS and 10 μl of 0.25% Trypsin with 2.21 mM EDTA. Next, 90 μl of the solution was removed and replaced with DPBS, and brain tissue was gently triturated with a pipette tip to dissociated cells. Fixation and rehydration were carried out in accordance with 10x protocols, with a 15 min methanol fixation on ice and storage at −20 °C for less than one week before rehydration and sequencing. scRNA-Seq libraries were constructed with the Chromium Single Cell 3′ Library and Gel Bead Kit v2 and were sequenced on a 2 × 150 nt lane on a HiSeq 4000 (Illumina, San Diego, CA). Raw and processed scRNA-Seq reads can be found under GEO accession ID GSE130785.

Raw scRNA-Seq reads were aligned to the honey bee genome (HAv3.1^77^) using Cell Ranger 3.0.1, and over 93% of sequenced reads mapped to the genome. For both WB and MB samples, we identified ~1,300 cells with an average of ~143,000 reads and a median of ~1,400 genes per cell. All following steps were performed with Seurat 3.0. We performed data normalization with default settings and combined the whole brain (WB) and MB datasets using the “merge” function, which predicted 13 cellular subpopulations via t-Distributed Stochastic Neighbor Embedding (tSNE) clustering. To identify the molecular profile of each cell population, we used the “FindAllMarkers” function in Seurat which performs a Wilcoxon Rank Sum Test to test for differentially expressed genes per tSNE cluster. We found no evidence of DWV contamination in either of our samples.

Next, we performed a series of hypergeometric tests to compare genes positively associated with DWV-A in the four analyzed datasets and genes upregulated in each of the 13 scRNA-Seq clusters using the SuperExactTest^83^ package. After performing BH correction for multiple comparisons, we reported significant FE at FDR < 0.05.

## Supplementary information

Dataset 1.

## Data Availability

Whole-tissue and scRNA-Seq data can be found on GEO, accession IDs presented in Table 1 and in Methods. R scripts for performing TRN analysis can be found at https://github.com/bukhariabbas/DWVTrn. All remaining raw data and R scripts can be accessed at 10.6084/m9.figshare.8341187.

How the deposited data were processed for this re-analysis (not part of the article)

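The data are RNA-seq read counts from the mushroom bodies and surrounding nuclei of 20 drones of Study 3, 10 given a sucrose reward and 10 given water, all from 1 colony and collected 60 min after treatment. Each drone is 1 library. Treatment, replicate number and %DWV of each drone come from the sample labels, and the pairing of control and sucrose drones comes from the replicate numbers in the sample titles. Studies 1, 2 and 4, the single-cell data and the quantitative PCR were not analysed here. The gene lists of Studies 1 and 2 are the paper's own, from Supplementary Tables S1 and S2.

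The authors aligned the reads with STAR (v2.5.3) to Amel_HAv3.1 and viral genomes and deposited counts per gene from featureCounts (v1.5.2), which are whole numbers without normalization. Fragments were counted over the whole gene, introns included, with strand option 2, and by that program's default fragments that match more than 1 gene or place are left out. The deposited files hold 12332 honey bee genes and 5 viral genomes. Of the genes, 12331 received a symbol by identical chromosome, start and end in a RefSeq gene table of the same assembly. Product names come from the supplementary tables.

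The counts were analysed with edgeR (v4.0.16) in R (v4.3.3), whereas the authors used edgeR (v3.24.3) in R (v3.5.2). Genes with at least 1 CPM in at least 11 drones were tested, 9377 in all. Counts were normalized by TMM over honey bee genes, dispersions were estimated with estimateDisp, and the DWV fraction was the covariate of a generalized linear model with a likelihood-ratio test and Benjamini-Hochberg adjustment at 0.05. The standard error is the size of the coefficient divided by the square root of the likelihood ratio. The sucrose contrast, with the DWV fraction as a covariate, and the interaction of treatment with DWV were tested with edgeR's quasi-likelihood test. Shared genes were tested with a one-sided hypergeometric test in the paper's universe of 8567 genes. Differences in %DWV between treatments were tested with 100000 permutations, with Fisher's exact test and with all 1024 sign changes of the 10 pairs. Groups above and below 1% DWV describe the label values and are not treatments. The CPM given for genes are TMM-normalized, whereas the filter used CPM without TMM. Python (v3.11.15) with scipy (v1.17.1) was used for correlations, and matplotlib (v3.10.9) for figures.

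Libraries held 15928790 to 36165571 honey bee counts. Intervals on single %DWV values are 95% Wilson intervals, and the smallest share a library can show is given as 3 reads of its total.

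The genes named were set by a rule fixed before the data were examined. They are the genes the paper reports as shared by all 4 studies, *ebony*, *hairy*, *cwo*, *Atf3* and *Mtp* from the paper's Fig. 5, the glial marker *Gs2*, and in each direction the 4 genes with the smallest p among those with an adjusted p below 0.05 and the same sign in all 20 fits that left out 1 drone, with at most 2 unnamed genes per direction. LOC552342, LOC408839, LOC406142 and LOC406144 were picked after seeing the data, to test explanations in the closing section.

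The following alternatives were fixed before the data were examined. They were the quasi-likelihood test, DESeq2 (v1.42.0), DESeq2's size factors, no TMM, filterByExpr, no filter, at least 1 CPM in all 20 drones, log10 of the DWV fraction, a split at 1% DWV, treatment as a covariate, the replicate number as a block with and without treatment, library sizes including virus reads, and each drone left out in turn. For DESeq2, the fraction was entered in units of 10 percentage points so that large coefficients stayed inside the bounds of its optimiser. Another 4 alternatives were chosen after seeing the data. They were a filter at 7 drones, subtraction of the counts of genes nested on the opposite strand, the mean gene length of each library as a covariate, and dispersions estimated in turn with virus reads in the library sizes and a filter at 10 drones.

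The models were tested on simulated data before use. Counts were drawn for the 9377 genes from the means, library sizes and dispersions of the drones, and 200 genes were changed. The likelihood-ratio test on DWV recovered 92% of them, and 6.60% of the genes it called were unchanged. For the quasi-likelihood test these values were 89.5% and 2.19%. The quasi-likelihood test on treatment recovered 92.5% of genes changed by 1 on the log2 scale, with 7.04% of calls unchanged. The simulated DWV change was 5 on the log2 scale per unit fraction, against 3.72 for *ebony* and 2.52 for *aldh* in the drones. The rates do not cover changes as small as these. Counts were drawn independently for each gene, so the rates do not cover variation that many genes share either.

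Comparisons of the drones' lists with nurse and forager genes, gene ontology, the regulatory network and single-cell clusters were left out, because the lists they need were not used here.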

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

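The tests in this part were chosen only after the results were seen. Samples far from the others were sought in 34 groups of 7 or 10 drones, and 4 were found where chance alone would give about 1.7.

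Among the 10 control drones, the %DWV of control drone 13, 26.6%, lay far from the others, with a gap to the next drone of 0.528 of the whole range. The 10 values form separate clusters, so a large gap says little about this drone. Its library held 29452269 honey bee counts, inside the range of the other control drones, so library size is not an explanation. A mislabelled sample was not tested. Leaving this drone out gave 644 positively and 524 negatively DWV-associated genes, the largest numbers among the 20 fits that each left out 1 drone.

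In sucrose drone 13, 946 reads were counted on the genome of Varroa destructor virus (VDV, DWV type B), a column the paper does not report for this study. The 13 drones below 1% DWV had at most 2 VDV reads, and 12 of them had none. Relative to DWV, drone 13 had 132 VDV reads per 1000000 DWV reads, where the other 6 drones above 1% had 2.16 to 3.97, and its gap to the next drone was 0.986 of the range. If VDV counts came from DWV reads aligned by error at a constant rate, this drone would lie within that range, and its value was 33.3 times the highest of those 6. Among the drones below 1%, only control drone 15 had VDV reads, 2 of them, which is 62.4 per 1000000 DWV reads with a 95% Wilson interval of 17.1 to 227.6, so a constant rate of error does not hold there either and a ratio from 2 reads says little. Reads exchanged with the other 19 libraries of this study are not an explanation, because the largest number of VDV reads in any of them was 23. Libraries outside this study that shared a sequencing run were not analysed here. A low-level VDV coinfection is a candidate explanation. A DWV strain or recombinant partly closer to VDV is another, and the 946 reads cannot be told apart from it, because counts per genome do not show where on the genome the reads lie. VDV made up 0.00231% of the counted reads of this drone. The paper describes its results as due to DWV type A only.

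Among the 7 drones above 1% DWV, *aldh* (LOC550687) was low in sucrose drone 30, at 6.06 on the log2 CPM scale, with a gap of 0.690 of the range. Its 20899254 honey bee counts and its mean log10 gene length of 4.26 were both inside the ranges of the other 6 drones. No biological explanation was tested.

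Among the same 7 drones, LOC724644 was low in control drone 13, the drone with the most DWV, at 10.16 on the log2 CPM scale, with a gap of 0.692 of the range. Library size, again 29452269 honey bee counts, lay inside the range of the others. The mean log10 gene length of this library, 4.277, was the highest of the 7, but those of sucrose drones 27 and 15, 4.276 and 4.274, were close to it, and these drones had 1466 and 1637 CPM of LOC724644 against 1143 CPM in control drone 13. Gene length bias is therefore not an explanation by itself. No biological explanation was tested.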

How the results depend on the processing

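The alternatives were fixed before the data were examined, apart from 4 chosen after seeing the data, which are named as such. All of the genes shared between studies kept their direction under every alternative that gave a value and in every fit that left out 1 drone. *apid1* has no value under the filter of 1 CPM in all 20 drones, which removes it. *apid1*, *PGRP-S2*, *Idgf4* and LOC724644 stayed past the threshold under every alternative that gave a value.

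Numbers of positive and negative DWV-associated genes were 160 and 227. With log10 of the DWV fraction they were 791 and 669, with the split at 1% DWV 410 and 438, with DESeq2 251 and 376, and with treatment as a covariate 96 and 150. The replicate number as a block gave 403 and 293, and together with treatment 151 and 151. The quasi-likelihood test gave 107 and 148. Library sizes without TMM gave 186 and 110. Without TMM, and with the block alone, positive genes thus outnumbered negative genes, the reverse of the main fit. The mean gene length covariate, chosen after seeing the data, gave 75 and 96. Across the 20 fits that each left out 1 drone, the positive genes ran from 84 to 644 and the negative genes from 123 to 524. For these changes the cause was not tested.

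Changes below are log2 per 10 percentage points of DWV, for genes that lost their adjusted p below 0.05. With the replicate number as a block, LOC100577002 had 0.23, LOC724126 -0.27, LOC552417 0.25 and *ebony* (LOC409109) 0.47. With block and treatment they had 0.23, -0.24, 0.26 and 0.35, and LOC408864 had -0.40. LOC552342 had 0.76 with the block and 0.66 with block and treatment, and LOC408839 had 0.33 with block and treatment. *ebony* had 0.37 in the quasi-likelihood test, 0.36 without a filter and 0.31 with treatment as a covariate, and ran from 0.30 to 0.43 when each drone was left out. LOC100577002 ran from 0.20 to 0.27 in those fits. Without TMM, LOC724126 had -0.19. Under the alternatives chosen after seeing the data, the gene length covariate left 0.17 for LOC100577002, 0.23 for LOC550687 and 0.37 for *ebony*, and subtraction of nested counts left -0.26 for LOC724126 and 0.0163 for LOC408839, where reads of the nested gene account for the change. For the other changes the cause was not tested.

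Genes shared with the Study 2 list numbered 153, 264 with the split at 1% DWV and 97 with the gene length covariate, and those shared with Study 1 stayed within 1.5 times of 11. The enrichment stayed past the threshold in each. Of genes not past the threshold, *hairy* (LOC724914) changed sign with log10 of the DWV fraction, to -0.00738 per 10-fold change, and ran from -0.0447 to 0.15 when each drone was left out. *cwo* (LOC726204) had an adjusted p below 0.05 in 1 of the 20 fits that left out 1 drone, and ran from -0.26 to -0.05 in them. *Gs2* (GlnS) changed sign with the replicate number as a block, to 0.0645, and with block and treatment, to 0.0581. The sign of LOC552342 changed to -0.14 after subtraction of nested counts, which shows the cause, the reads of a nested gene.

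No gene responded to sucrose or to the interaction of sucrose with DWV at an adjusted p below 0.05 under any alternative tried. Depth limits genes expressed in few drones, which the filter removes.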

Differences from the paper's values

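None of the 21 values compared with the paper's own, in the fit fixed before the data were examined, differed by more than the limits set for it. For numbers of genes, the limit was a factor of 1.5. The filter of that fit was picked to bring the number of genes tested near that implied by Supplementary Table S3. The closeness to the paper is therefore partly built in. The paper's 134 positive and 162 negative genes stand beside 160 and 227, and 289 of the 296 genes in Supplementary Table S3 passed the threshold here. The coefficients of 17 named genes differed from the paper's by at most 0.104 per unit DWV fraction.

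After the paper's counts were known, 5 further settings were run to see which gave numbers near them. Each was chosen after seeing the values and none is used elsewhere in place of the fit fixed beforehand. With common, trended and tagwise dispersions estimated in turn and the virus rows kept among 9380 tested rows, 134 positive and 162 negative rows passed, which equals the paper's numbers, although 1 of the positive rows was DWV itself. With estimateDisp on the same rows, the numbers were 166 and 213. Without virus rows, dispersions in turn gave 140 and 177, and with virus reads in the library sizes 139 and 163. The last setting, which also used a filter at 10 drones, gave 133 and 163.

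The paper puts the fold enrichment of every pair of lists above a lower bound that the value for Studies 2 and 3 here, 1.92, falls below. That value uses the 387 genes called here, of which 153 were shared. The paper's own Study 3 list of 296 genes shared 141 with Study 2. The lower fold enrichment therefore goes with the longer list here and not with fewer shared genes.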

Other observations

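Among the tests in this part, those on other orders of the DWV values, on exchanges of treatment and on correlations of single genes were fixed before their results were seen. The sucrose and interaction fits were part of the main processing. The regulators and *Gs2* were named by the rule fixed before the data were examined. All other tests were chosen only after the result was seen.

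The DWV values were placed on the drones in 100 orders, the real one included. As many positive genes as the real 160 were found in 3 orders, as many negative genes as 227 in 3, as many genes shared with Study 2 in 3, as many shared with Study 1 in 1, and as large a share of Study 2 genes with the same sign in 4. The median over the other 99 orders was 1 positive gene and 0 negative genes, but the largest numbers were 947 and 1639, so some orders give more genes than the real one. What those orders follow was not tested.

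Whether expression follows the amount of virus was tested within the clusters of drones. Among the 7 drones above 1% DWV, 49.1% of the 1667 Study 2 genes rose or fell with %DWV in the direction of Study 2, and 50 of 100 orders of the DWV values gave as large a share. Below 1%, over 13 drones and on log10 of the DWV fraction, the share was 62.4%, and 6 of 100 orders gave as large a share. Neither share shows a graded response. Of the 387 DWV-associated genes, 72.9% kept their sign among the 7 drones and 65.9% among the 13, but these genes were picked for their change over the same drones, so those shares are not a separate test. For the shared genes and *ebony*, 18 correlations of log2 CPM with %DWV were computed within these clusters. Over the 7 drones, r ran from -0.68 to 0.62 and Spearman's rho from -0.46 to 0.43, with a smallest adjusted p of 0.955 (exact permutation test). Over the 13 drones, the smallest adjusted p was 0.452 (permutation test), for *apid1* with r = 0.71 (unadjusted p = 0.0251) and rho = 0.31 (p = 0.298). Without the 2 drones farthest from the median %DWV, r of *apid1* was 0.43, so the relation rests on those drones. The 7 drones span only 8.997% to 26.6% DWV, which limits what a test within them can show.

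Libraries of the drones above 1% DWV held counts on shorter genes. The mean log10 gene length of the counts was 4.26 ± 0.0164 (SD, n = 7) above 1% DWV and 4.29 ± 0.0259 (SD, n = 13) below it (permutation test, two-sided, p = 0.0196). Across genes, which are not independent replicates, the DWV coefficient and gene length had a Spearman correlation of -0.36. The median length was 4194 bp for positive and 7680 bp for negative genes. With the mean gene length of each library in the fit, 171 genes passed the threshold in place of 387, and 153 of them (39.5% of 387) were among the 387. The change per 10 points hardly moved for *ebony* (0.37 with and without the length) and *aldh* (0.25 to 0.23), and fell for LOC100577002 (0.22 to 0.17) and *apid1* (5.17 to 3.36). Because gene length and DWV vary together, the length also widens the error of the DWV coefficient. The number of genes kept therefore neither excludes RNA quality or another length bias for them nor assigns it to those lost. Over the list, the associations cannot be told apart from it. Below 1% DWV, control 8, control 25 and sucrose 8 had lengths of 4.249, 4.255 and 4.248, under the mean above 1%. They had 981, 1519 and 1130 CPM of *Idgf4* (1721 to 4598 above 1%). *PGRP-S2* had 55.3, 67.5 and 54.9 (82.7 to 174), and LOC724644 605, 985 and 494 (1143 to 1637). These values argue against length bias alone for these genes. For *aldh*, LOC100577002, LOC552417, LOC724126 and *ebony*, some of these drones lay within the range above 1%. A response to DWV could itself shift expression towards shorter genes.

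Counts of overlapping genes suggest that reads were not separated by strand, although the kit was directional and the counting used strand option 2. Of 735 genes with at least 1000 counts that lie wholly inside a gene on the opposite strand, 99.3% had no more counts than their host, against 75.5% when a random gene of similar length took the place of the host. In simulated counts the share was 34.9% for stranded libraries and 99.1% for libraries without strand information. The second share was largely fixed by adding nested counts to the host. The first came from counts shuffled over genes of any length, so the 75.5% is the closer comparison. In the drones, 5 hosts had fewer counts than the gene inside them, with a lowest ratio of 0, so the pattern does not hold for every pair. Without strand separation, a host gene would hold the reads of the genes inside it. LOC552342 (chromosome 6, 2359637 to 2382954), in the list of positive genes, contains LOC406142. In sucrose drone 13, they had 63520 and 62078 counts. After subtraction of the nested counts, the log2 change of LOC552342 per 10 percentage points of DWV went from 1.76 (adjusted p = 6.63e-10, edgeR) to -0.14 (adjusted p = 0.167). For LOC408839, which contains LOC100578156, it went from 0.46 to 0.0163 (adjusted p = 0.870). For LOC724126 it went from -0.24 (SE 0.06) to -0.26 (SE 0.10), no nearer to 0, and the adjusted p of 0.0924 goes with the larger error of the remaining counts. The subtraction thus gave no sign that reads of the gene inside it made that association, but the association did not pass the threshold on the remaining counts either. In all, 16 genes left the list and 21 joined it.

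The filter removed genes that are expressed mostly in the drones above 1% DWV. LOC406142 and LOC406144, both in the paper's Study 2 list and neither in its Study 3 list, had at least 1 CPM in 9 and 7 drones, fewer than the 11 required. LOC406142 is also in the paper's Study 1 list, so the filter kept it out of that overlap too. With 7 drones required, LOC406142 had a log2 change of 5.57 per 10 points (SE 0.61, adjusted p = 6.34e-16, edgeR) and ran from 49.0 to 1705 CPM in the 7 drones above 1% DWV, against at most 4.59 in the others. LOC406144 had 2.89 (SE 0.64, adjusted p = 7.76e-04). Both genes were highest in sucrose drone 13, which had 60.3 CPM of LOC406144. The next highest drone, control 9, had 229 CPM of LOC406142 and 7.24 CPM of LOC406144. The ranges of LOC406144 overlapped, with 0.608 CPM in sucrose drone 27, above 1% DWV, and 3.87 CPM in control drone 15, below it. In all, 10 further genes passed, 7 positive and 3 negative. Absence of these genes from the list is consistent with the filter on the number of drones with expression, by the 9 drones at most in which they reached 1 CPM.

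Sucrose was not associated with any gene at an adjusted p below 0.05 (edgeR's quasi-likelihood test, 211 genes at an unadjusted p below 0.05). Exchanges of treatment within replicate numbers gave as many genes at an unadjusted p below 0.05 in 36 of 60 cases, the real one included, and 20 splits that kept some same-numbered drones together had a median of 327. The interaction of sucrose with DWV also gave 0 genes, with 336 at an unadjusted p below 0.05, and 48 of 60 exchanges gave as many. At this number of drones, simulated treatment changes of 1 on the log2 scale were recovered in 92.5% of genes. Those counts were drawn independently for each gene, and smaller changes were not simulated.

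Of the regulators in the paper's Fig. 5, *hairy*, *cwo*, *Atf3* and *Mtp* were looked up in the drones, and of its glial markers *Gs2*. The others were not analysed here. The paper implicates the regulators through enrichment of their predicted target genes, and uses *Gs2* to mark a cell cluster. The values below concern the RNA of the genes themselves, so they test neither use. With all 20 drones, these 5 genes had adjusted p-values above 0.05 (edgeR), but *cwo* was below 0.05 in 1 of the 20 fits that left out 1 drone. The log2 changes per 10 points were 0.04 for *hairy* (LOC724914, adjusted p = 0.900), -0.08 for *cwo* (LOC726204, 0.515), 0.03 for *Atf3* (LOC408981, 0.751), -0.07 for *Mtp* (LOC551250, 0.304) and -0.07 for *Gs2* (GlnS, 0.511). *hairy* lay near the filter, with 1.32 ± 0.564 CPM above 1% DWV (SD, n = 7) and 1.23 ± 0.755 CPM below it (SD, n = 13). Its SE of 0.19 leaves room for changes as large as some of those called in the drones.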
